# The effect of maternal care on gene expression and DNA methylation in a subsocial bee

**DOI:** 10.1038/s41467-018-05903-0

**Published:** 2018-08-27

**Authors:** Samuel V. Arsenault, Brendan G. Hunt, Sandra M. Rehan

## Abstract

Developmental plasticity describes the influence of environmental factors on phenotypic variation. An important mediator of developmental plasticity in many animals is parental care. Here, we examine the consequences of maternal care on offspring after the initial mass provisioning of brood in the small carpenter bee, *Ceratina calcarata*. Removal of the mother during larval development leads to increased aggression and avoidance in adulthood. This corresponds with changes in expression of over one thousand genes, alternative splicing of hundreds of genes, and significant changes to DNA methylation. We identify genes related to metabolic and neuronal functions that may influence developmental plasticity and aggression. We observe no genome-wide association between differential DNA methylation and differential gene expression or splicing, though indirect relationships may exist between these factors. Our results provide insight into the gene regulatory context of DNA methylation in insects and the molecular avenues through which variation in maternal care influences developmental plasticity.

## Abstract (web summary)

Development may be plastic and influenced by parental care. Here, the authors show that experimental reduction of maternal care in the small carpenter bee leads to extensive changes in gene expression and splicing, minor changes in methylation, and greater offspring aggression and social avoidance.

## Introduction

Developmental plasticity is the capacity of an organism to produce multiple stable phenotypes from a single genotype given differing environmental conditions^1^. Examples include changes in stress responses^2^ and caste differentiation^3^. Social experiences occurring early in development, such as maternal care, are particularly influential on the developing brain^4^. Variation in maternal care has been linked to variation in stress responses of offspring in rats;^5^ this effect is reversible by cross-fostering and is mediated by changes in epigenetic information, such as DNA methylation^5,6^. In bees, variation in the social environment during larval development also alters the expression of genes that regulate behavioral and endocrine responses to stress^7^. Moreover, a recent comparison of vertebrate and honey bee responses to social challenge suggests that fundamental commonalities exist in the molecular mediation of variation in social responses across diverse animal taxa^8^. We were curious as to whether variation in parental care in insects results in long-term effects on offspring behavior, as in mammals, and whether common molecular mediators may exist for such behavioral convergence.

The subsocial small carpenter bee *Ceratina calcarata* is an ideal system for addressing questions regarding the effect of developmental environment and parental care on behavior and gene regulation. Unlike its solitary relatives, *C. calcarata* exhibits maternal care behaviors that consist of mass provisioning prior to oviposition, offspring grooming, and nest defense^9^. Mothers of this species are long lived and nest loyal, producing only a single nest in their lifetime and surviving to interact with adult offspring^10^. Adult offspring are typically non-aggressive in the presence of mothers and exhibit mutual tolerance prior to overwintering^11,12^. All of these behaviors take place in the isolated confines of a narrow, compartmentalized twig. Here, we explore the effects of maternal care on offspring development after the initial mass provisioning of brood.

We compare phenotypic and gene regulatory differences between maternally cared for and orphaned individuals, assay aggression and avoidance behaviors, perform RNA-sequencing to measure changes in transcription, and perform bisulfite sequencing to quantify changes in DNA methylation. Similar studies, performed in mammals, have shown that varying maternal care conditions can have effects on DNA methylation and gene expression that persist throughout the lives of offspring^2,5^. However, the gene regulatory consequences of DNA methylation are more poorly understood in insects than in mammals, and it is presently unknown whether DNA methylation mediates potential long-term effects of variation in parental care in *C. calcarata* or other subsocial insects.

Previous work in *C. calcarata* has shown that its genome contains the requisite machinery to establish and maintain DNA methylation^13^. Additionally, the patterning of DNA methylation is similar to what has been observed in many hymenopteran insects, with almost exclusively intragenic DNA methylation, biased to constitutively expressed genes^14^. Two primary mechanistic explanations have been proposed to link gene body DNA methylation to the regulation of environmental effects on development in insects^15–17^. The first is that DNA methylation is involved in mediating changes in gene expression levels. The effects of DNA methylation on gene expression have been extensively studied in mammals since the 1970s^18^. It has long been thought that methylation in promoter regions leads to suppression of gene expression^18^, though this idea has recently been challenged^19^. Despite its supposed suppressive role in the promoter region of genes, DNA methylation within the gene body is, overall, positively correlated with transcription in mammals^20^ as well as insects^14^. This positive correlation could be explained by preferential targeting of DNA methylation to actively transcribed genes rather than a direct effect of DNA methylation on transcription. Indeed, the presence of gene body DNA methylation may actually reduce gene expression levels by impeding transcriptional elongation efficiency^15,21^. Thus, the relationship between gene body DNA methylation and the regulation of gene expression levels is complex and remains poorly understood. A second proposed mechanism by which gene body DNA methylation may affect gene function is through the regulation of alternative splicing^22^. It is known that DNA methylation affects transcription factor binding^23^, which in gene bodies affects RNA Polymerase II processivity and the recognition of variably utilized splice sites^22^. While this phenomenon has not been well studied in invertebrates beyond genome-wide correlations, a few studies have supported a link between DNA methylation and alternative splicing in insects^24–27^. Either or both of these proposed mechanisms could feasibly link DNA methylation to the regulation of developmental plasticity.

The purpose of our study is twofold. First, we investigate the effects of variation in maternal care on offspring behavior and gene regulation, using the subsocial bee *C. calcarata* as a model. Second, we investigate whether stable differences in gene regulation observed between adults from distinct developmental environments are associated with, and potentially driven by, differences in DNA methylation.

We hypothesized that differences in maternal care may lead to changes in DNA methylation and consequently transcriptional differences in the form of differential gene expression or alternative splicing. We found significant changes in gene expression and splicing between individuals raised with a mother and those raised without, and comparatively small changes in DNA methylation. Additionally, we found very little overlap between the changes in DNA methylation and the changes in gene expression or splicing. We hypothesize that the role of DNA methylation is more subtle and nuanced than previously appreciated and may work in concert with other factors to yield context-specific, non-global effects on gene regulation.

## Results

### Orphan offspring exhibit increased aggression and avoidance

To test the effect of maternal care on behavior, we performed circle tube assays measuring the behaviors of newly eclosed adults. Recently eclosed adult bees raised from nests with and without mothers were placed in circle tubes and aggressive and avoidant behaviors were scored (Fig. 1b). Bees raised in the absence of their mother showed a significant increase in aggression and avoidance when compared to bees raised in the presence of a mother (Mann–Whitney *U*-tests *p* < 0.03; Fig. 1c).

**Fig. 1:**
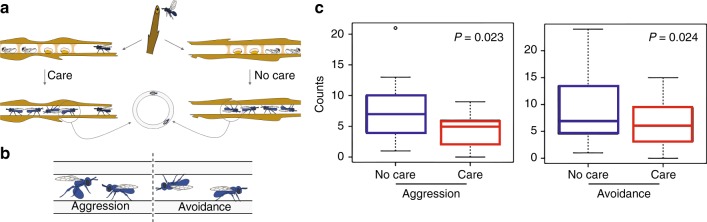
Behavioral response of adult offspring to early termination of maternal care. **a** Mothers establish nests in dead broken stems and produce all offspring in a linear hollow. Mothers typically remain on the nest to guard and groom immature offspring (care) or were removed from nests (no care). **b** Drawings of adult offspring engaging in aggression and avoidance behaviors in circle tube arenas. Illustrations in **a** and **b** courtesy of Wyatt Shell (used with permission). **c** Behaviors exhibited by offspring in circle tube assay in the presence and absence of maternal care (*p*-values are generated from two-tailed Mann–Whitney *U-*tests, *n* = 52; whiskers show observations within 1.5 × IQR of the lower and upper quartiles)

### Loss of maternal care leads to many transcriptional changes

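Gene expression was measured by RNA sequencing in the heads of adult offspring of the small carpenter bee Ceratina calcarata. The offspring came from nests where the mother remained (care) or from nests where the mother was removed (no care). Each group had 3 libraries. Each library was a pool of 3 heads, so the spread between libraries is a spread between pools and not between single bees. The authors trimmed the reads with Trimmomatic, aligned them with TopHat to the C. calcarata genome assembly and counted them with featureCounts on 20693 gene models. The deposited values are these counts, without normalization. The counts summed to 29736026, 26752341 and 31894020 in care replicates 1, 2 and 3, and to 28882748, 29545401 and 30811286 in no care replicates 1, 2 and 3. The paper reports between 92 M and 109 M aligned reads per library, and the values here rest on the counts on gene models. Counts were expressed relative to the library total as CPM and scaled with edgeR's TMM method. Following the wording of the paper's methods, genes with more than 0.18 CPM in more than 3 libraries were tested, which left 10763 genes. A filter in at least 3 libraries left 11068 genes, the paper's number of genes tested. At these totals 0.18 CPM corresponds to 4.82 to 5.74 counts. Care and no care were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, at the paper's threshold of 0.01. The paper used edgeR's exact test, which was run as an alternative. A positive log2 fold change means higher expression in no care. The counts of 2 libraries of one group differed by a chi-square of 39.5 to 84.8 per degree of freedom over genes, against 265 to 426 for libraries of different groups. All 6 libraries therefore differed by more than sampling noise, and each was counted as its own replicate. The paper's text does not name how reads matching several gene models were counted, so the counts of near-identical or overlapping gene models are uncertain.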

Maternal care leaves a distinct mark on *C. calcarata* offspring, lasting into adulthood. In association with the behavioral changes described previously, 1450 genes of the 11,068 tested (13.1%) showed significant differential expression between pooled offspring raised with and without a mother (Fig. 2b; FDR-corrected *p* < 0.01). 

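Of the 10763 genes tested, 755 (7.01%) were differentially expressed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In this set, 400 genes were higher in no care and 355 were higher in care. The share higher in no care was 53.0%, with a 95% Wilson interval of 49.4% to 56.5%, so the difference between the directions was within counting error. All 755 genes are among the 1450 differentially expressed genes that the paper lists. The count depended on single libraries. Without care replicate 3 the same test called 173 genes, all among the 755, and without no care replicate 3 it called 1125. It called 276, 360 and 334 without care replicate 1, no care replicate 1 and no care replicate 2. The share higher in no care was 35.8% without care replicate 3 and 58.3% without care replicate 2. With edgeR's exact test in place of the quasi-likelihood test, 1420 genes were called, including all 755. From the differences between the groups (Fig. 2a, b), the paper states that the loss of maternal care leads to extensive changes in gene expression, and it proposes the enriched pathways as genetic modules of the offspring's response.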

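For each Gene Ontology (GO) term, Supplementary Data 1 lists the differentially expressed genes of the study that carry it. These lists hold only genes that the study called on the same libraries, so the direction of the listed genes was tested here and enrichment was not. The direction of a term's called genes was compared with that of the other called genes by a two-sided Fisher's exact test over 11 terms. Only terms whose list is complete in the copy used were tested. The lists of oxidation-reduction process and chitin metabolic process are shortened there, and these terms were not analysed here. The term structural constituent of cuticle lists 17 genes, and 16 of them were higher in no care. Of these 17 genes, 8 were called, all higher in no care (exact test, p = 0.00829, adjusted p = 0.0912). With the calls of the exact test all 17 were called, 16 of them higher in no care, and this was the single term of the 11 past 0.05 (adjusted p = 0.00883). The term monooxygenase activity, a class of oxidation-reduction enzymes, lists 19 genes. Of its 17 called genes, 12 were higher in care (exact test, p = 0.0825, adjusted p = 0.453). Starch and sucrose metabolic process share a list of 9 genes, of which 8 were tested. Their log2 fold changes ran from -1.33 to 2.36, with a median of -0.64, and 6 of the 8 were higher in care (exact test over the called genes, p = 0.193, adjusted p = 0.461). All 6 genes listed for chitin catabolic process were higher in no care, with log2 fold changes from 0.37 to 2.58. Only 3 of them were called (exact test, p = 0.252, adjusted p = 0.461), all higher in no care, so this term could not reach 0.05 toward no care. With the exact test's calls all 6 were called (Fisher's exact test, p = 0.0355, adjusted p = 0.0781).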

Functional enrichment of Gene Ontology (GO) biological process annotations were observed among differentially expressed genes for terms related to oxidation–reduction reactions, chitin, starch, and sucrose metabolic processes, and neurological functions (ionotropic glutamate receptor signaling pathway) (Table 1, Supplementary Data 1). These pathways represent possible genetic modules involved in offspring response to maternal care. Given the importance of maternal care in *C. calcarata*, we hypothesized that genes developmentally regulated by maternal care may also be subject to positive selection within the *C. calcarata* lineage. We compared differentially expressed genes against a previously published list of genes showing signs of positive selection in the *C. calcarata* lineage, relative to other sequenced bee species, according to the branch-site test A in PAML^13,28^. We found no significant overlap between genes under positive selection and those that are differentially expressed when maternal care is removed (Chi-square test, *p* = 0.72; Supplementary Table 1).

**Fig. 2:**
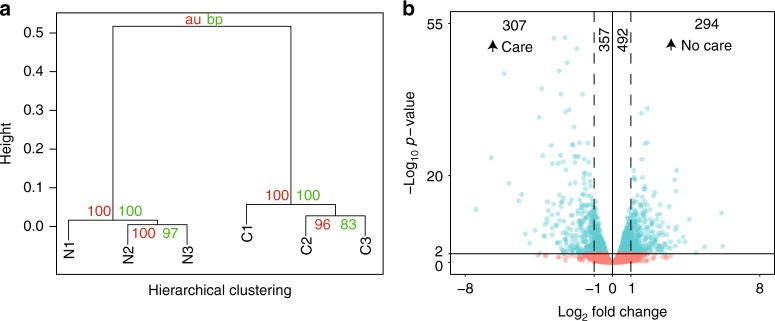
Loss of maternal care leads to extensive changes in gene expression. **a** Hierarchical clustering of RPKM values (*n* = 11,068 genes) using the “complete” method with correlation-based distances indicates that global gene expression levels cluster into “No Care” (N) and “Care” (C) groups, with high support values using both the approximately unbiased (au) and bootstrap probability (bp) statistics. **b** Volcano plot showing the genes considered differentially expressed (blue) and those not significantly differentially expressed (red). Genes that had more than a twofold difference in gene expression are shown outside of the dashed lines. The numbers of differentially expressed genes are indicated above

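The 6 libraries were clustered here with the complete method on log2(CPM + 1) values of the 10763 genes tested, with 1 minus Pearson's correlation as the distance. The first split separated the 3 care libraries from the 3 no care libraries. Correlations across genes were at least 0.988 within a group and at most 0.984 between groups. The separation also held with Spearman's correlation, where the lowest value within a group was 0.987 and the highest between groups was 0.984. With untransformed CPM the lowest correlation within a group was 0.938 and the highest between groups was 0.730. Genes are not independent replicates, and these correlations describe the 6 libraries without a test.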

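A log2 fold change of more than 1 in either direction was found for 340 of the called genes, of which 159 were higher in no care and 181 were higher in care. Across the 6 fits that each left out one library, this count ran from 140 without care replicate 3 to 407 without no care replicate 3, and it was 216 without care replicate 1. The genes named here had the largest changes among called genes with no overlap between the groups, and the tables used here give no names for them. Ccalc.v2_010747 had the largest fall, from 71.6 ± 14.2 CPM in care (SD, n = 3 pools) to 1.15 ± 0.350 CPM in no care (SD, n = 3). Its log2 fold change was -5.96 (standard error 0.25, adjusted p = 7.68e-05 by edgeR's quasi-likelihood test). It stayed between -6.15 and -5.73 with each library left out in turn. The next largest fall was that of Ccalc.v2_012034, a listed ionotropic glutamate receptor gene. Ccalc.v2_013962 rose from 3.66 ± 3.01 CPM in care (SD, n = 3) to 65.2 ± 22.2 CPM in no care (SD, n = 3). Its log2 fold change was 4.18 (standard error 0.54, adjusted p = 0.00254 by the same edgeR test), and without care replicate 3 its adjusted p was 0.0120. The log2 fold change ran from 3.87 without care replicate 1 to 5.08 without care replicate 2. Ccalc.v2_010949 had the largest rise, with a log2 fold change of 5.06 (standard error 0.87, adjusted p = 0.00754 by the same edgeR test). Its level in care rested on few counts, with 2, 56 and 5 counts in care replicates 1, 2 and 3 against 1083, 545 and 549 in no care. Its log2 fold change ran from 4.50 without care replicate 1 to 7.76 without care replicate 2. Its call held without care replicate 2 (adjusted p = 0.000789, edgeR) and was lost in each of the other 5 fits that left out one library, where the adjusted p ran from 0.0106 without no care replicate 3 to 0.0275 without care replicate 3.

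**Figure D1:**
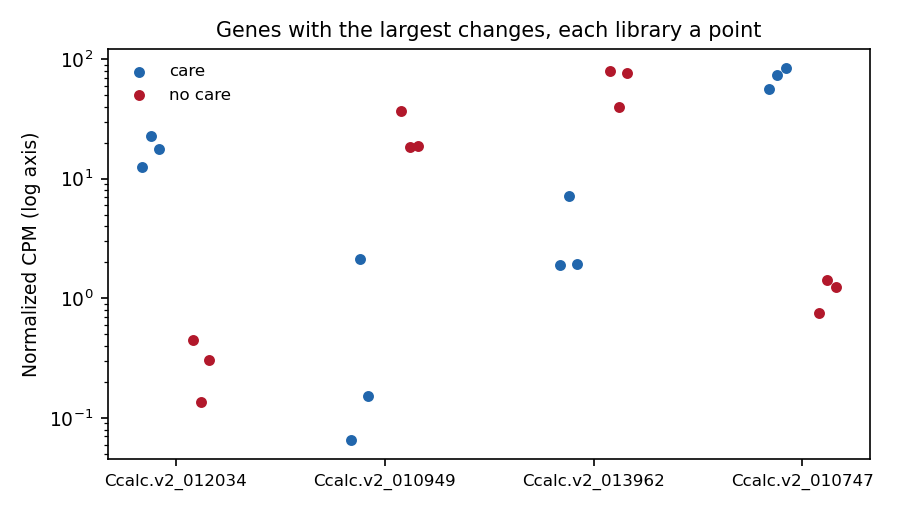
Expression of the genes with the largest changes, in CPM on a log scale, for each of the 3 care and 3 no care libraries. For each gene all 3 libraries of one group lie above all 3 of the other, and care replicate 2 has the highest care value of Ccalc.v2_010949 and Ccalc.v2_013962.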

**Table 1:** Gene Ontology (GO) biological process term enrichment among genes differentially expressed between “care” and “no care” offspring (Fisher’s exact test *p*-value <0.001)

GO accession	Term	Number of differentially expressed genes	Expected number of genes	*p*-Value
GO:0055114	Oxidation–reduction process	115	69.81	9.10E-10
GO:0006030	Chitin metabolic process	29	7.84	3.90E-09
GO:0005982	Starch metabolic process	9	1.96	1.60E-05
GO:0005985	Sucrose metabolic process	9	1.96	1.60E-05
GO:0034220	Ion transmembrane transport	43	31.81	9.30E-05
GO:0005975	Carbohydrate metabolic process	55	29.55	0.00014
GO:0035235	Ionotropic glutamate receptor signaling pathway	11	3.62	0.00032
GO:0016042	Lipid catabolic process	11	7.84	0.00033
GO:0006032	Chitin catabolic process	6	1.36	0.00064
GO:0016998	Cell wall macromolecule catabolic process	6	1.36	0.00064

In addition to identifying differentially expressed genes, we also searched for genes that showed signs of differential exon usage and other forms of alternative splicing, between the individuals raised with and without a mother. Production of different isoforms of various genes via alternative splicing is a well-established mechanism for generating developmentally plastic phenotypes^29^. We observed differential exon usage for 1090 exons spread across 373 genes (Supplementary Data 2). Two hundred and thirty-four genes were identified as alternatively spliced using rMATS, with these genes being largely mutually exclusive with the DEXseq-derived genes (Supplementary Figure 4). These results are indicative of changes in splicing regulation between the care and no-care individuals. Genes containing alternative splicing events were enriched for GO terms related to proteolysis, oxidation–reduction processes, and fatty acid biosynthetic processes to name a few (Supplementary Data 1; Fisher’s Exact Test, *p*-value <0.01). Similar to results from the differentially expressed genes, we found no significant overlap between alternatively spliced genes and genes that are putatively subject to positive selection in *C. calcarata* (Chi-square test, *p* = 0.66; Supplementary Table 2).

### Loss of maternal care subtly changes DNA methylation

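Bisulfite sequencing converts unmethylated cytosines and leaves methylated ones, so the share of unconverted reads at a CpG gives its methylation level. Each group had 3 libraries, and each was a pool of 9 heads. The authors trimmed the reads with Trimmomatic, aligned them with Bismark, removed duplicate reads and merged the strands of each CpG. The deposited values are the coverage of each CpG in reads and the methylated and unmethylated reads as a percent of it. The numbers of methylated reads recovered from these values were whole at every CpG. The authors had already kept only CpGs that were methylated in at least 1 library, so levels here are levels at such sites and not over the genome. The files list 278132 of these CpGs, and the number with coverage in every library and coverage of at most 170 in each was 273427. Over the CpGs kept, mean coverage was 18.5, 33.8 and 18.1 reads in care replicates 1, 2 and 3, and 26.6, 23.6 and 22.1 reads in no care replicates 1, 2 and 3. The paper reports a mean coverage of 21 to 37 reads over all CpGs. Unmethylated lambda DNA, added to measure incomplete conversion, read as methylated at 0.559%, 0.521% and 0.628% in care replicates 1, 2 and 3. The same measure was 0.512%, 0.510% and 0.482% in no care replicates 1, 2 and 3. Methylated and total reads were summed over windows of 200 bp with at least 2 CpGs. The groups were compared in each window by a logistic regression without overdispersion, a likelihood ratio test that follows the default of MethylKit. A window was called at an adjusted p of 0.01 and a difference of more than 5 percentage points, as in the paper. This test treats all reads of a group as one sample, so spread between libraries beyond read sampling is not in its p-values. Differences are given as no care minus care.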

Using bisulfite sequencing, we measured DNA methylation at the single-nucleotide scale. For each of our samples of pooled individuals, we observed similar patterns to those found in the previously generated *C. calcarata* methylome^13^ and methylomes from many other hymenopteran taxa^14,30–32^ (Supplementary Figure 1, Supplementary Table 8). In particular, all of the newly generated *C. calcarata* methylomes show a bias towards exons at the 5′ end of genes (Supplementary Figure 1). Methylated genes (>5% mCG/CG) showed GO biological process functional enrichment for ribosome biogenesis, translation, and protein folding (Supplementary Data 1) and were less likely to be under positive selection when compared against unmethylated genes (Chi-square test, *p* = 2.43e-07; Supplementary Table 3). This corroborates previous results that DNA methylation is biased towards constitutively expressed genes, which tend to be subject to strong purifying selection^14,32,33^.

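The 6 bisulfite libraries were clustered here on the methylation of 45303 windows of 200 bp, with the complete method and 1 minus Pearson's correlation as the distance. The paper's clustering used gene models, whose positions were not used here. The correlations were 0.896 to 0.938 within a group and 0.903 to 0.939 between groups. The first split set care replicate 1 apart from the other 5 libraries. It did so too with 40165 windows above 5% mean methylation and with Spearman's correlation. Over all CpGs covered in every library, 13.3%, 15.5% and 12.4% of reads were methylated in care replicates 1, 2 and 3. In no care replicates 1, 2 and 3 the values were 14.6%, 13.7% and 13.4%. The group means were 13.7% ± 1.61 in care and 13.9% ± 0.609 in no care (SD, n = 3 pools each). This difference of 0.173 percentage points was smaller than the spread between libraries (two-sided exact permutation test, p = 0.8, where 3 libraries against 3 allow no p under 0.1). These levels include CpGs with coverage above 170, whose reads were methylated at 0.433% to 0.701%. Their share of the reads ran in the reverse order of the levels, from 36.7% in care replicate 2 to 48.4% in care replicate 3. With those CpGs left out, as for the windows, the levels were 23.7% ± 0.414 in care and 23.4% ± 0.372 in no care (exact permutation test, p = 0.4, n = 3 each). The direction of the difference depended on such choices. The mean of the CpG levels, with the same weight for each CpG, was 26.9% ± 0.319 in care and 26.1% ± 0.257 in no care (exact permutation test, p = 0.1, n = 3 each). Without care replicate 2, the most deeply sequenced library, the difference in methylated reads was 1.06 percentage points. It changed sign to -0.0371, -0.505 and -0.171 percentage points without care replicate 1, care replicate 3 and no care replicate 1.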

Clustering analysis demonstrated that “no care” and “care” samples did not cluster by sample type based on global measures of DNA methylation (Fig. 3a). However, we also examined DNA methylation differences at a fine spatial scale using a differentially methylated region (DMR) approach. We searched for 200 bp windows throughout the genome that showed significant differential methylation between sample types (MethylKit, FDR-corrected *p*-value <0.01, >5% change in methylation). A total of 206 DMRs were identified between the individuals raised with maternal care and those raised without, spanning 238 gene models, with a substantial bias towards elevated DNA methylation in the individuals reared with a mother (84% of DMRs; Fig. 3b; Supplementary Data 2). 

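In the 45303 windows tested, 145 regions were called by the logistic regression, and 121 of them (83.4%) were higher in care. The 95% Wilson interval of this share, 76.6% to 88.6%, covers counting error only. The median number of reads behind a window's level in 1 library was 70. Of the 145 regions, 120 (82.8%) had no overlap between the 3 care and 3 no care libraries. Chance gives 10% of windows, but regions called for a difference are selected for such a separation, and in the other 9 divisions of the 6 libraries into 3 and 3, 57.9% to 92.3% of the called regions had no overlap. The count of regions depended most on how spread between libraries was treated. With overdispersion estimated in each window no region was called. In this setting 928 windows had an unadjusted p under 0.05, fewer than chance alone would give at that threshold, so the test was conservative. In simulated data with 3 libraries per group this setting recovered 0 of 200 changed windows. With one overdispersion for all windows, a setting chosen after the data were seen, 10 regions were called. In simulated data with extra spread between libraries this setting recovered 119 of 200 and made 87 false calls. In the same simulated data the regression without overdispersion recovered 185 and made 985 false calls. The extra spread there was set without an estimate from the data, which gave 145 calls in all. These numbers of false calls therefore do not carry over to the data. Without care replicate 2, the most deeply sequenced library, 50 regions were called and 72.0% were higher in care. Without no care replicate 2 there were 66 regions, of which 63.6% were higher in care. In the same 9 divisions, the share of called regions that were higher in one of the groups ran from 51.5% to 87.5%, with a median of 77.8%. Positions of the regions named here are those of the authors' files, and gene models were not placed on them. They were, in each direction, the 2 with the smallest adjusted p among called regions without overlap between the groups. Where adjusted p tied, as among the regions higher in care, the smaller unadjusted p decided. On scaffold267, from 161401 to 161600, 13 CpGs had 49.5% ± 4.25 methylation in care and 37.0% ± 6.55 in no care (SD, n = 3 pools). The difference in pooled reads was -11.0 percentage points, with an adjusted p of 5.00e-05 by the logistic regression on reads and a p of 0.1 by a two-sided exact permutation test of the library levels, the smallest that 3 against 3 allow. Without no care replicate 3 the difference was -8.51 percentage points and the adjusted p was 0.0113. On scaffold78.2, from 3223601 to 3223800, 16 CpGs fell by 9.70 percentage points of pooled reads in no care. The means of the library levels were 44.6% ± 2.43 in care and 34.5% ± 2.98 in no care (SD, n = 3). On scaffold124, from 442201 to 442400, 7 CpGs rose by 13.6 percentage points of pooled reads in no care. The library means were 21.5% ± 2.07 in care and 34.9% ± 3.23 in no care (SD, n = 3). On scaffold185.2, from 41401 to 41600, 8 CpGs rose by 19.6 percentage points of pooled reads in no care. The library means were 6.71% ± 4.13 in care and 26.4% ± 5.01 in no care (SD, n = 3). Fewer reads stood behind this last region, with 38, 96 and 43 in the care libraries and 95, 82 and 73 in the no care libraries, and without care replicate 2 its adjusted p was 0.0130 (logistic regression over all windows).

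**Figure D2:**
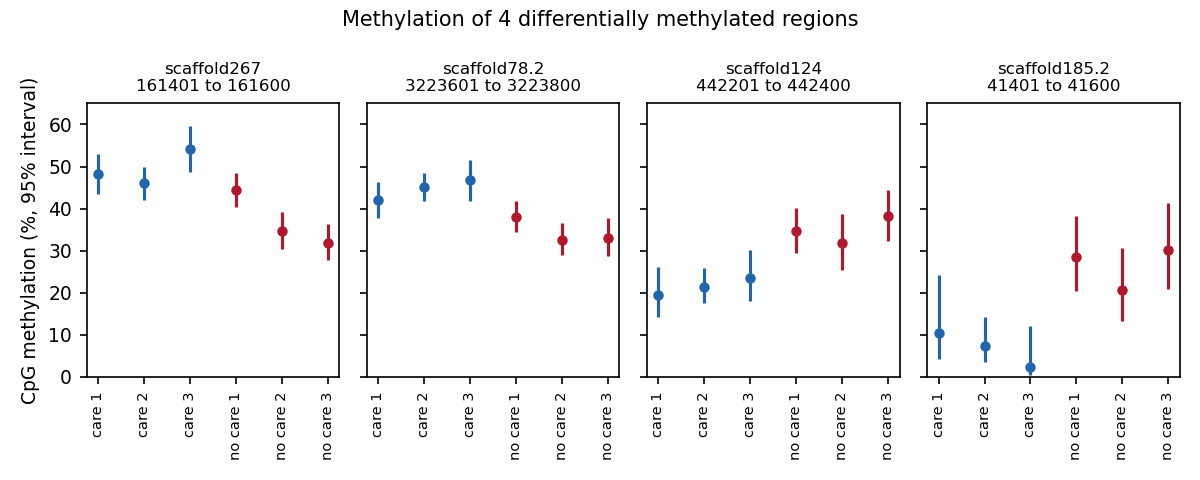
Methylation level in percent of the regions named, for each of the 3 care and 3 no care libraries, with 95% Wilson intervals from the reads of each library. In each region the 3 libraries of one group lie above the 3 of the other. The widest intervals are those of care replicate 1 and the no care libraries on scaffold185.2.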

The genes found to contain DMRs showed functional enrichment for translational elongation and metabolic processes (fructose, mannose, and superoxide) (Supplementary Data 1).

**Fig. 3:**
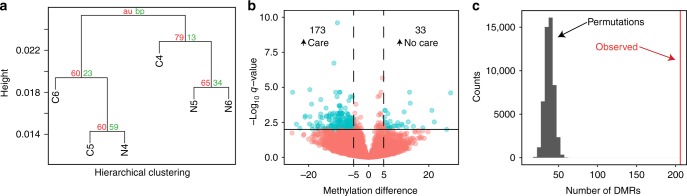
Loss of maternal care leads to localized, significant changes in DNA methylation. **a** Hierarchical clustering of gene level measures of DNA methylation (*n* = 19,361 genes) using the “complete” method with correlation-based distances reveals no global clustering by sample type (N, no care; C, care), with low support values using both the approximately unbiased (au) and bootstrap probability (bp) statistics. Thus, this tree can be considered one polytomy. Similar results are obtained when clustering only methylated genes. **b** Volcano plot showing the 200 bp regions considered differentially methylated (blue) and those not considered significant (red), as well as the thresholds used to define these categories (black lines). Methylation difference is given as a percentage. **c** Quadratic Assignment Protocol computed null distribution for the number of DMRs possibly occurring randomly using 50,000 randomized permutations and the associated number of experimental DMRs. The red line indicates the observed number of DMRs

To further validate the presence of biologically meaningful DMRs, we utilized an adapted quadratic assignment method (QAM) to determine the number of DMRs we would expect to find if DNA methylation were distributed randomly with respect to sample type (e.g., if maternal care had no effect on DNA methylation). We found that the number of DMRs produced by proper sample assignment in our analysis (206) was substantially higher than the highest number of DMRs generated by QAM permutations of our data (65; mean = 38.2; Fig. 3c). This further supported our finding that loss of maternal care itself led to significant, albeit localized, changes in DNA methylation. Additionally, it allows us to estimate how likely any of our individual DMRs occurred by chance (18.5%). 

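The 6 bisulfite libraries can be divided into 3 and 3 in 10 ways, of which one is the real division into care and no care. The same window test was run on each. The real division gave the 145 regions. The other 9 gave 13 to 43 regions, with a mean of 24.9 and an SD of 10.3 over the 9 divisions. The real division therefore had the most regions of the 10, and 10 divisions allow no share under 0.1. The 9 divisions reuse the same 6 libraries and are not independent of each other. With overdispersion estimated in each window all 10 divisions gave 0 regions. The real one had 928 windows at an unadjusted p under 0.05, fewer than chance alone would give. The paper drew random permutations in which each window was a region at its rate over the 9 divisions. The paper takes the gap between the real number and those permutations (Fig. 3c) as further support for a finding it had already made. That finding is that losing maternal care itself caused significant but localized changes in DNA methylation.

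**Figure D3:**
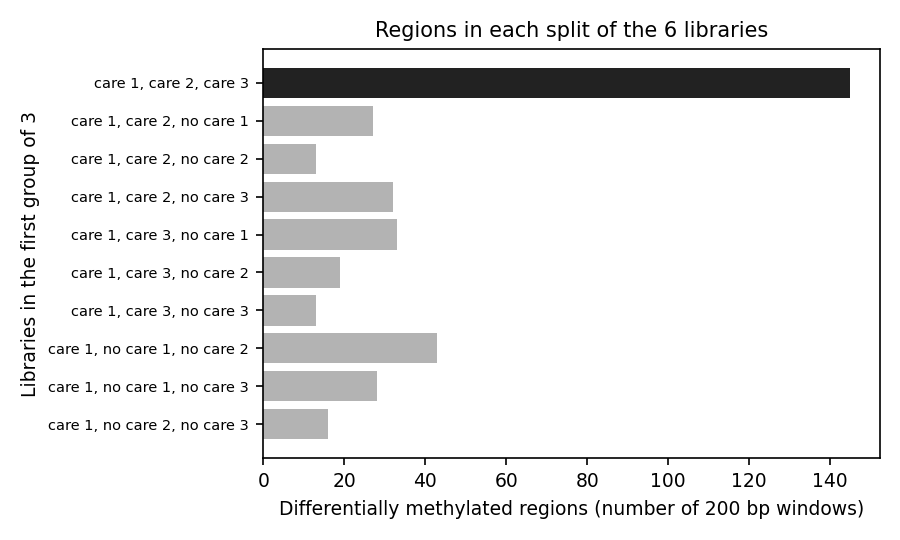
Number of differentially methylated regions called in each of the 10 divisions of the 6 bisulfite libraries into 3 and 3. The real division into care and no care has 145 regions, and the other 9 lie between 13 and 43.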

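The mean number of regions over the 9 other divisions of the libraries was 17.2% of the number in the real division. This percent is a mean over all regions and was not computed for single regions. With coverage of at least 10 in every library, 139 regions were called in the real division, and the mean over the other 9 was 17.2% of that number too.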

We did not find significant overlap between differentially methylated genes and genes subject to positive selection (Chi-square test, *p* = 0.54; Supplementary Table 4).

### Independent variation in transcription and DNA methylation

After identifying genes that have undergone changes in expression, splicing, or DNA methylation, we compared the relationship between these processes by characterizing overlap among gene sets (Fig. 4a). As observed previously in *C. calcarata* and other hymenopterans^13,32^, we found a significant correlation between genic methylation levels and gene expression levels when averaged across all samples (Spearman *ρ* = 0.24, *p* < 0.0001). However, we found no evidence of greater overlap than expected by chance between genes containing DMRs and differentially expressed genes (Chi-square test, *p* = 0.31; Supplementary Table 5). Similarly, there was no significant overlap between genes containing DMRs and genes containing alternative splicing events (Chi-square test, *p* = 0.4108; Supplementary Table 6). 

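The paper lists 238 genes that contain a differentially methylated region, and 215 of them were tested for expression. In that list 7 genes were differentially expressed, where 15.1 would be expected from the 755 called among 10763 genes. This overlap was smaller than expected (odds ratio 0.441, two-sided Fisher's exact test, p = 0.0296, adjusted p = 0.0296 over the lists of differentially methylated and alternatively spliced genes). In percent, 3.26% of the listed genes were differentially expressed, against 7.09% of the other genes tested. With the calls of edgeR's exact test the overlap was 14 genes where 28.4 would be expected (odds ratio 0.453, Fisher's exact test, p = 0.00214). With genes called at an adjusted p under 0.05 it was 25 genes where 36.3 would be expected (odds ratio 0.642, Fisher's exact test, p = 0.0425). With the paper's own differentially expressed genes, of which 1402 were tested here, it was 14 genes where 28.0 would be expected (odds ratio 0.460, Fisher's exact test, p = 0.00283). The paper's chi-square test was not significant, and the cause of this difference was not tested. Genes without a methylated CpG could not hold a region and were not left out here, so the smaller overlap may rest on the genes compared.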

Taken together, these findings indicate that there is not a consistent, genome-wide association between differential DNA methylation and alternative splicing or differential expression in our data.

**Fig. 4:**
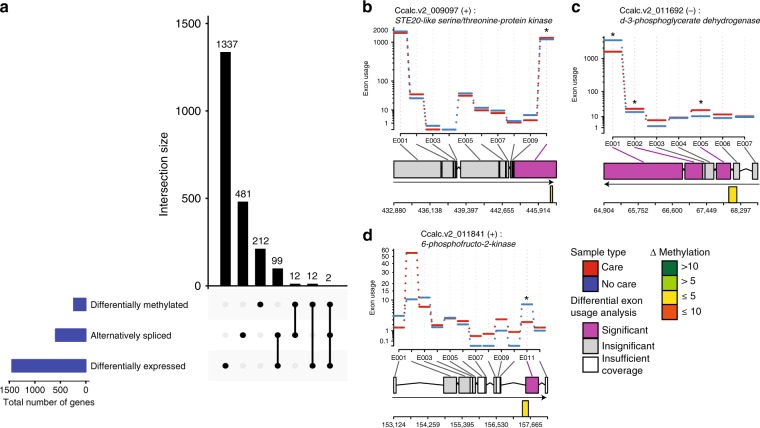
Overlap among differentially expressed, alternatively spliced, and differentially methylated genes. **a** UpSet plot illustrating the intersection between genes containing differentially methylated regions called by MethylKit, alternatively spliced genes called using DEXseq and rMATS, and differentially expressed genes computed using edgeR. The nature of a given intersection is indicated by the dots below the bar plot. For instance, the 99 genes in the fourth column are alternatively spliced and differentially expressed but not differentially methylated. **b**–**d** DEXseq plots showcasing the instances where a DMR directly overlapped a differentially utilized exon. The top panel shows average exon usage for each treatment group. The gene model is represented below each exon usage plot with purple exons indicating statistical support for differential usage (FDR-corrected *p*-value <0.01). Direction of transcription is indicated by an arrow and DMRs are overlaid beneath the gene model with colors indicating the change in methylation level

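Of the 594 genes that the paper lists as alternatively spliced, 537 were tested for expression. Among these, 63 were differentially expressed, where 37.7 would be expected. The odds ratio was 1.83 (two-sided Fisher's exact test, p = 4.16e-05, adjusted p = 8.31e-05 over the 2 gene lists tested). In percent, 11.7% of the alternatively spliced genes were differentially expressed, against 6.77% of the other genes tested. With the calls of edgeR's exact test the overlap was 100 genes where 70.8 would be expected (odds ratio 1.54, Fisher's exact test, p = 0.000303). Splicing itself was not measured here, and both lists came from the same 6 libraries. Random lists matched on expression were not run for the spliced genes. Whether their expression level accounts for the larger overlap therefore stays open.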

To further examine the potential relationship between DNA methylation and alternative splicing, we next investigated the possibility of spatial concordance between differential DNA methylation and alternative splicing by looking for direct overlap of 200 bp DMRs and various types of splicing events (Supplementary Figures 2 and 3). Among the eight genes that were both differentially methylated and alternatively spliced in our data, three had a DMR directly overlapping a differentially utilized exon (Fig. 4b–d, Supplementary Figure 2) while none of the alternative splicing events discovered using rMATS overlapped directly with a DMR (Supplementary Figure 3). These genes exhibit homology to genes encoding a STE20-like serine/threonine-protein kinase (SLK; Ccalc.v2_009097, XP_017892454), a D-3-phosphoglycerate dehydrogenase (PHGDH; Ccalc.v2_011692, XP_017888762), and a 6-phosphofructo-2-kinase (PFKFB1; Ccalc.v2_011841, XP_017879076). Each of these represents a candidate for localized involvement of DNA methylation in gene regulation associated with maternal care in *C. calcarata*.

## Discussion

In this study, we aimed to identify behavioral and molecular changes influenced by maternal care in developing *C. calcarata*. First, we quantified behavioral changes in newly eclosed adult offspring using circle tube assays. Then we measured changes in gene expression and alternative splicing using RNA-sequencing. Finally, we characterized DMRs in the genome using bisulfite sequencing. Taken together, these data point to a complex interplay of mechanisms underlying the effects of maternal care on developing offspring.

We observed differences in aggression and avoidance behaviors in *C. calcarata* offspring reared with and without maternal care. This pattern is reminiscent of patterns observed when maternal care varies in mammalian systems^34^ and is consistent with effects of colony disturbance in honey bees^35^. Adaptive and non-adaptive explanations exist for these results. For example, divergent behaviors observed between bees reared with and without maternal care may simply reflect non-adaptive effects of a suboptimal developmental environment. However, plasticity in aggression may also be influenced by natural selection if maternal death occurs regularly in the wild or variation in maternal care is prevalent. It is possible that bees reared in the absence of adult kin may incur fitness benefits from increased aggression and avoidance behaviors relative to bees that benefit directly from cooperative defense and care by kin as adults^12^.

To further explore the relationship between maternal care and offspring development, we performed RNA-sequencing on the heads of newly eclosed bees that had been reared with or without a mother. Among the differentially expressed genes, we found enrichment of functional annotations related to metabolic processes, including oxidation–reduction reactions, and neurological processes, among others. These categories point to potential mechanisms for the increased aggression and avoidance behavior that we observed in offspring reared without maternal care.

Many of the differentially expressed genes we identified had functions relating to various forms of carbohydrate metabolism. While this is a very general functional category, variation in behavior has previously been linked to variation in carbohydrate metabolic activity in the brains of insects^36^. In particular, variation in brain glucose metabolism is apparently linked to variation in aggressive behavior in both *A. mellifera* and *Drosophila melanogaster*^37^. Sucrose metabolism has also been found to play a role in the regulation of aggressive behavior in the Argentine ant, *Linepithema humile*^38^. It has been proposed that these fluctuations in aggression in response to metabolic changes could be mediated through variation in mitochondrial energetics in the brain^36^. The role of carbohydrate metabolism in mediating aggression has even been observed in vertebrate systems such as sticklebacks and mouse^8^ indicating the possibility of conserved or convergent gene networks underlying aggression. Our differential expression data are consistent with and further support the interplay between metabolism and aggression in insects.

The most significantly enriched GO term among differentially expressed genes was “oxidation–reduction process”. Enrichment of this term has been observed among genes with expression differences linked to nourishment level and caste in *Polistes* wasps^39,40^. Genes relating to oxidation–reduction processes have also consistently been implicated in differential aggression in the honey bee *A. mellifera*^35,41^. Our size-matched *C. calcarata* offspring raised with and without a mother both received equivalent mass provisioning at the beginning of development, but nourishment may still be a confounding factor (prior experiments have demonstrated changes in aggression in response to diminished nutrient rations in *C. calcarata*^42^).

Eleven of the differentially expressed genes we identified are affiliated with the ionotropic glutamate receptor (IGR) signaling pathway, roughly three times the number expected by chance. 

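All 11 genes that Supplementary Data 1 lists for the ionotropic glutamate receptor signaling pathway were tested. By edgeR's quasi-likelihood test over all 10763 genes, 5 of them were called. Adjusted over the list alone, all 11 were past 0.01, which is not independent evidence because the study chose the list on these libraries. With edgeR's exact test 11 were called, and DESeq2 called 10. The quasi-likelihood test called 2 without care replicate 3 or no care replicate 2, 3 without care replicate 1 or no care replicate 1, and 6 without no care replicate 3. The direction was higher in no care for 10 of the 11 genes, with log2 fold changes from 0.67 to 1.47. For each of the 11 genes all 3 libraries of one group lay above all 3 of the other. The exception in direction was Ccalc.v2_012034, which had the largest change. It fell from 17.6 ± 4.99 CPM in care to 0.296 ± 0.155 CPM in no care (SD, n = 3 pools), a log2 fold change of -5.88 (standard error 0.38, adjusted p = 0.000272 by edgeR's quasi-likelihood test). Its counts were 386, 591 and 579 in the care libraries and 13, 4 and 9 in the no care libraries. Ccalc.v2_014639 had the largest rise, with a log2 fold change of 1.47 (standard error 0.39), and was not called (adjusted p = 0.0379 by the same edgeR test). Its counts were low, with 13, 11 and 12 in care and 18, 36 and 45 in no care.

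**Figure D4:**
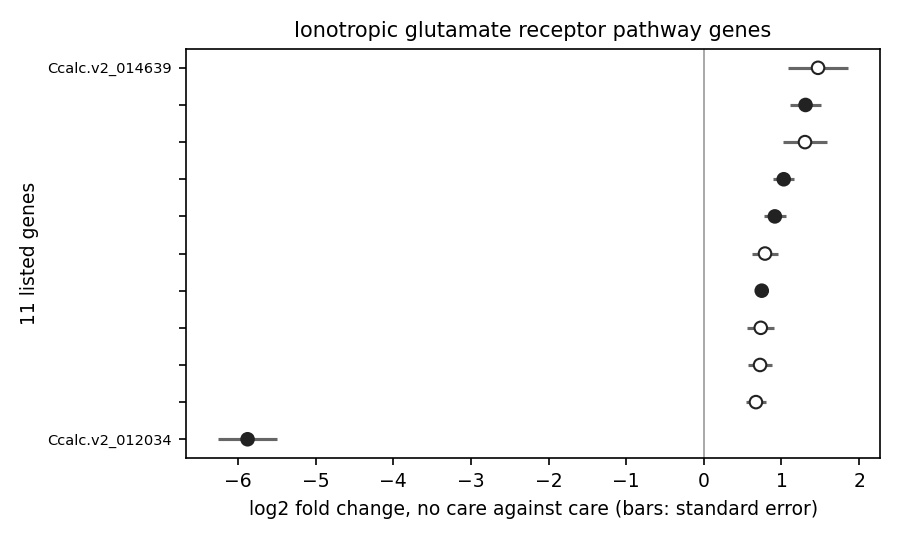
Log2 fold changes (no care over care) of the 11 listed ionotropic glutamate receptor genes, with standard errors. Filled points mark the 5 genes with an adjusted p under 0.01 over all genes tested, and 10 of the 11 points lie above 0.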

The IGR pathway is involved in synaptic communication generally as well as odor perception in specific IGR subfamilies^43^. This class of genes offers a possible neurological explanation for the change in behavior observed in offspring raised without a mother. Fluctuations in IGR expression could be a sign of neural plasticity^44^, manipulating how bees respond to environmental stimuli. IGRs have even been linked to aggression phenotypes specifically in *A. mellifera*^41^.

We further leveraged our RNA-sequencing data to search for alternatively spliced transcripts between care and no-care individuals. We found hundreds of genes containing significantly differentially utilized exons, a simple marker of alternative splicing. Among these genes, we observed functional enrichment of oxidation–reduction processes as well as spermine biosynthesis and protein phosphorylation (Supplementary Data 1). These alternatively spliced genes may play important roles in the behavioral plasticity we observed in *C. calcarata*, as a role for alternative splicing in developmental plasticity has been documented in many species^29^.

In conjunction with RNA-sequencing analysis, we utilized bisulfite sequencing to quantify changes in DNA methylation in response to the loss of maternal care. We detected localized but significant changes in DNA methylation between the treatment groups, demonstrating that such differences can be detected among behaviorally distinct conspecific hymenopterans. We also confirmed previous findings that genes containing DNA methylation are more likely to be alternatively spliced than genes lacking DNA methylation (Chi-square test, *p* = 4.95e-06; Supplementary Table 7). However, we did not detect a significant association between *differential* methylation and alternative splicing (Supplementary Table 6). This suggests that a dynamic relationship between DNA methylation and splicing may not exist in *C. calcarata*. At minimum, it is clear from our data that changes in splicing corresponding to changes in DNA methylation are the exception rather than the rule. Changes in DNA methylation do not appear to consistently lead to changes in splicing, nor vice versa, at a level observable in our data set.

What explains the lack of global concordance between variation in DNA methylation and variation in transcription in our data? One factor may be that DNA methylation acts through intermediaries to affect transcription. In particular, methylation-sensitive transcription factors have been documented in mammalian systems^23,45,46^ and have been shown to influence both gene expression and splicing^22,45–47^. In such instances, transcription factor expression profiles or splicing patterns could have a profound effect on when and in which cell types the effect of DNA methylation at a binding site would be observed. Our study investigates these associations in a restricted subset of tissues at a single developmental time point. Furthermore, many sites of DNA methylation may not bind transcription factors in any context, which would preclude gene regulation by transcription factor-mediated mechanisms at such loci.

When we examined the spatial relationship between DMRs and alternative splicing events, we found that three of eight genes with both DMRs and differentially utilized exons exhibited spatial overlap between the DMRs and alternative exon usage (Fig. 4b–d, Supplementary Figure 2). We found no genes in which a DMR directly overlapped any of the other splicing events we assessed (Supplementary Figure 3). Thus, our integrative approach to transcriptome and methylome analysis revealed three candidates for the potential interaction of DNA methylation and alternative splicing. These particular genes encode proteins with putative roles in fructose metabolism (PFKFB1^48^), apoptosis and stress (SLK^49^), and brain development (PHGDH^50^), each of which stands to influence organismal behavior. One of these genes, *6-phosphofructo-2-kinase* (PFKFB1), was the sole gene to exhibit significant differential expression, alternative splicing, and differential methylation in response to removal of maternal care. 

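PFKFB1 (Ccalc.v2_011841) had 201 ± 6.86 CPM in care and 143 ± 17.0 CPM in no care (SD, n = 3 pools each). All 3 care libraries were above all 3 no care libraries. Its log2 fold change was -0.49 (standard error 0.10), with an adjusted p of 0.0142 by edgeR's quasi-likelihood test over all genes, above the threshold of 0.01. With edgeR's exact test the adjusted p was 0.00184, and over all settings it ran from 0.000435 with DESeq2 to 0.0674 without care replicate 1. Without no care replicate 3 it was 0.00641 (edgeR). The log2 fold change stayed between -0.57 and -0.39 with each library left out in turn. The other 2 genes with a region overlapping a differentially used exon were not called, and their care and no care libraries overlapped. SLK (Ccalc.v2_009097) had a log2 fold change of -0.16 (standard error 0.12, adjusted p = 0.420, edgeR), and PHGDH (Ccalc.v2_011692) one of -0.36 (standard error 0.21, adjusted p = 0.286, edgeR). Splicing and the position of the regions in these genes were not analysed here.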

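The lists of differentially expressed, alternatively spliced and differentially methylated genes in Supplementary Data 1 share PFKFB1 and one other gene, Ccalc.v2_003314, which was taken as sh2b adaptor protein 1-like (SH2B1) for that reason. It had 129 ± 12.5 CPM in care and 184 ± 26.0 CPM in no care (SD, n = 3 pools each), with all 3 no care libraries above all 3 care libraries. Its log2 fold change was 0.51 (standard error 0.12), with an adjusted p of 0.0247 by edgeR's quasi-likelihood test over all genes, above the threshold of 0.01. With edgeR's exact test the adjusted p was 0.00445, and over all settings it ran from 0.00170 with DESeq2 to 0.103 without care replicate 1.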

A second gene, *sh2b adaptor protein 1-like* (SH2B1^51^), also exhibits significant differential expression, alternative splicing, and differential methylation in response to removal of maternal care but does not exhibit direct overlap between differential methylation and alternative splicing event locations. SH2B1 has a putative role in growth factor signaling. These loci represent prime candidates for follow-up investigations of tissue-specific transcription and methylation over the course of *C. calcarata* development.

In conclusion, removal of the mother during early *C. calcarata* development culminates in offspring that exhibit increased aggression and avoidance behaviors, have over one thousand differentially expressed genes, have hundreds of alternatively spliced genes, and exhibit subtle changes in DNA methylation. We identified specific functional groups of genes that may play a role in developmental plasticity and aggression: carbohydrate metabolism genes, oxidation–reduction process genes, and IGR genes. We observed no genome-wide association between differential DNA methylation and differential gene expression or splicing, though we cannot rule out more complex, indirect relationships between these factors. Our study offers unique insights into the effects of maternal care on offspring development and explores understudied questions about the role of DNA methylation in transcriptional regulation in invertebrate taxa. Further exploration of the candidate genes we identified may help to explain the genetic underpinnings of social behaviors in *C. calcarata* and provide insight into how these genes are regulated in response to environmental stimuli.

## Methods

### Sample collection

Nests of our study species, *C. calcarata*, were collected from naturally occurring dead broken sumac (*Rhus typhina*) stems in Durham, NH in June 2015 during the active brood rearing early phase of the colony cycle^9,10^. Nests were collected from the field so that mothers could forage and feed offspring as they normally would in the wild. Stems were collected prior to 8 am to ensure the mother would be home. Nest entrances were covered with masking tape and transported to the lab where they were split lengthwise to record all nest contents. During this early active brood phase mothers provision eggs with pollen balls and offspring were no older than small larvae. Pollen masses with eggs were reared in lab with entire nests at room temperature until eclosion of adult offspring in August 2015. To test the effect of maternal care on developing offspring, we generated “care” and “no care” treatment groups among the lab-reared nests for comparison. In the “care” treatment, mothers were left with the nest and offspring were raised from egg to adulthood in the presence of maternal care. In the “no care” treatment, mothers were removed from the nest after the initial mass provisioning and offspring were raised from egg to adulthood in the absence of maternal care. Pollen and eggs were retained so this was not a manipulation of maternal investment, but rather in half of the lab-reared nests mothers were removed and in the other half mothers remained, such that they could engage in offspring grooming, a stereotypical behavior they complete each evening (reviewed in Rehan et al^10^). In the following experiments, we assayed one age- and size-matched adult female offspring per nest to determine the behavioral effects of early termination of maternal care.

### Behavioral assays

Circle tubes are a well-established method for quantifying behavior in this and other bee species^11,52^. Interactions among individuals in circle tube arenas (e.g. aggression, avoidance, and tolerance behaviors) parallel those expressed in observation colonies^53^.

Two dark-winged (five-day-old) offspring bees from different nests were paint marked for unique identification and introduced simultaneously into opposite ends of a clean plastic circle tube^54^. A new piece of tubing was used for each dyad. Observations of each pair lasted for 20 min. An encounter between bees was recorded when individuals came within one body length of each other^55^, and aggression and avoidance behaviors were scored^11^. We conducted 52 circle tube trials. Two females from different nests were paired and no female was assayed twice. Therefore, 104 female offspring in total were assayed in this experiment.

### RNA-sequencing and quantification

For each sample, RNA was extracted from the heads of three adult female bees and pooled together. Heads were utilized to ensure comparability with bisulfite sequencing data, which have high DNA input demands (see below), while a pooling strategy was leveraged to minimize individual variation in gene expression and maximize our ability to detect the effect of maternal care specifically. All bees utilized for this analysis were from different nests. Each pool was then subject to an Illumina Truseq library preparation protocol to provide a genome-wide profile of mRNA transcript abundance. Three biological replicates were prepared from individuals reared in the presence of the mother and three biological replicates were prepared from individuals reared in the absence of a mother. We note that our statistical power and ability to detect weakly differentially expressed genes is dampened relative to an experimental design featuring more biological replicates, and the sequencing of RNA and DNA from multiple tissues (heads) dampens our data’s sensitivity to tissue-specific differences. Library sequencing was performed on an Illumina HiSeq platform by Genome Quebec (Montreal). Paired-end, 100 bp reads were trimmed using Trimmomatic (v0.32)^56^. Reads were then aligned to the *C. calcarata* reference assembly (v1.1, GCA_001652005.1)^13^ using Tophat^57^ with parameters “–no-mixed–no-discordant” to filter out read pairs that did not have both reads mapping or had a read pair mapping discordantly. Each sample produced between 92 and 109 million aligned reads. A target of one hundred million mapped reads per sample is considered much greater depth than necessary for differential expression analysis, but was chosen for this project to enhance detection of alternative splicing^58^. At this point, multiple pipelines were utilized, each using the Tophat output as input.

### Computing differential expression with edgeR

Aligned reads from each library were mapped to the existing gene models^13^ using Rsubread featureCounts^59^. Resulting counts files were then merged and input into edgeR^60^. Genes with more than three libraries being represented by 0.18 counts per million reads, translating to at least 10 reads aligned to a gene, were kept for further analysis. RPKM values were calculated for the remaining genes and the edgeR Exact Test was used to determine which genes were differentially expressed. Differences were considered significant if they had an FDR-corrected *p*-value <0.01.

### Computing differential exon usage with DEXseq

Aligned reads from each library were mapped to the existing gene models using the script provided by DEXseq^61^. DEXseq was then used with the standard implementation to compute differential exon usage between the maternal care and no care groups. Exons were considered differentially utilized if they had an FDR-corrected *p*-value <0.01. The native plotting function in DEXseq was used to plot the exon usage of genes that contained a differentially utilized exon as well as a DMR.

### Additional alternative splicing metrics from rMATS

Aligned reads spanning junctions were quantified using rMATS^62^. Genes containing an alternative splicing event with an FDR-corrected *p*-value <0.01 were considered significantly alternatively spliced. Alternative splicing events in genes that also contained DMRs were visualized using the DEXseq plotting function. rMATS is ideal for identifying a variety of alternative splicing event types, but its dependence on junction-spanning reads makes it liable to miss alternative splicing events that occur in low proportion. DEXseq, while only able to detect specific types of splicing events, leverages more total reads to yield a more thorough analysis of differential exon usage.

### Bisulfite sequencing and quantification

Genomic DNA was extracted and pooled from the heads of nine adult females from different nests for each sample used for bisulfite conversion and Illumina sequencing, in order to provide a nucleotide-resolution genomic profile of DNA methylation. Pooling was used to minimize the effects of individual variation while heads were used to accommodate the high DNA input requirement for bisulfite conversion. Three biological replicates each were sequenced (90 bp, paired-end reads after barcode removal) from individuals raised in the presence of maternal care and from individuals raised in the absence of maternal care. Unmethylated Enterobacteria phage lambda DNA (GenBank accession: J02459.1) was added to each sample as a control for bisulfite conversion. Bisulfite conversion and sequencing were performed by BGI (Shenzhen, China) on the Illumina HiSeq platform. We trimmed adapters and removed low-quality reads using Trimmomatic (v0.32)^56^. Reads were then aligned to the reference genome using Bismark (v0.14.5)^63^. Bismark was also used to remove duplicate reads and to extract and quantify the per-site methylation level. We determined that any strand-asymmetric methylation (hemimethylation) was likely due to low coverage (Supplementary Figure 1A, B), and with this information in mind, we merged the strands so that each CpG dinucleotide was represented by one methylation value. We generated an average coverage depth between 21X and 37X reads in each sample at each strand merged CpG. The nonconversion rate was then computed based upon the methylation level in the lambda DNA and this value was used to compute the methylation status for each site based upon an FDR-corrected Binomial test performed in R.

A global methylation level for each gene was computed as the total number of methylated (unconverted) reads summed over all CpG sites divided by the total number of reads summed over all CpG sites. These levels were then plotted to determine a reasonable cutoff for a gene to be considered “methylated” (Supplementary Figure 1C). We chose global CpG methylation (all methylated CpG reads/all CpG reads) >5% for a given gene as a reasonable cutoff. All genes passing this cutoff in at least one of our six samples were compared against a background of the full *C. calcarata* gene set using TopGO. Global methylation and CpG density (total number of CpGs/total number of nucleotides) were computed for each gene feature and a metaplot was created (Supplementary Figure 1D).

### Differential methylation analysis

After extraction of the methylation levels for each CpG, the values were filtered down to only those CpGs that had significant methylation in at least one sample (FDR-corrected binomial test *p* *<* 0.05 with null expectation set by the nonconversion rate of the bisulfite reaction). This was done to diminish background noise in the differential methylation analysis. Following this filtration, MethylKit^64^ was used to compute the differential methylation between the “no maternal care” and “maternal care” samples. CpGs with no coverage in any sample were removed, as were CpGs with coverage >170 in any sample to remove potential PCR artifacts. CpGs were then binned into 200 bp windows and windows that contained fewer than 2 CpGs were removed. The median exon length in *C. calcarata* is 176 bp, while the mean is 355 bp; we used 200 bp windows to approximate exon size so that we could readily map differential methylation to genomic features. Finally, differential methylation was computed for each region using Benjamini–Hochberg FDR correction^65^ with a threshold set as minimum methylation difference of 5% and maximum FDR-corrected *p*-value of 0.01. Significantly DMRs were then checked for genic localization and a list of genes containing DMRs was created.

In order to ensure that the differential DNA methylation we detected was driven by biological factors, differential methylation analysis was also performed on the nine possible permutations of sample ID assignment, shuffling “maternal care” and “no maternal care” identity using a modified QAM^66^. For this QAM analysis, each 200 bp genomic region was given a probability of being a DMR based on how many of the nine permutations yielded a significant result at that locus. Then 50,000 random, region-independent permutations of the analyses were generated, and the number of DMRs in each iteration was tallied. This method is similar to the permutation method used in Libbrecht et al.^67^, except we utilized 200 bp windows rather than individual CpGs and computed differential methylation for each permutation using MethylKit^64^ rather than a series of binomial tests on each sample. These modifications allow us to robustly identify DMRs even when coverage is low in some samples at the given region.

### Exploring and comparing the significant gene sets

The package UpSetR^68^ was used to compute the overlap between the lists of significant genes from analyses of differential expression, alternative splicing, and differential methylation. The R package “pvclust”^69^ was used to determine the degree of clustering between the two treatment groups based on gene expression and genic methylation. GO term annotations from a previous study^13^ were used to assess GO term enrichment for each list of significant genes using the default topGO^70^ “weight01” method and the “fisher” statistic. GO terms were considered significantly enriched if they had a *p*-value <0.05. We also mapped *D. melanogaster* orthologs of *C. calcarata* genes using a reciprocal best BLAST hit approach and imported Online Mendelian Inheritance in Man phenotype information associated with these fly orthologs for perusal (Supplementary Data 2).

## Electronic supplementary material

Supplementary Information

Peer Review file

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

## Data Availability

Raw reads and analyzed data for both the RNA-sequencing and bisulfite sequencing are available at the Gene Expression Omnibus accession GSE111611. All other data supporting the findings of this study are available within the paper and its supplementary files.

How the deposited data were processed for this re-analysis (not part of the article)

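Gene expression and DNA methylation were measured in the heads of adult Ceratina calcarata offspring raised with a mother (care) or without one (no care). Each assay had 3 libraries per group. An RNA library was a pool of 3 heads and a bisulfite library was a pool of 9 heads. Samples were assigned to groups and replicates from the sample labels and the paper's methods.

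For expression, the authors trimmed the reads with Trimmomatic, aligned them with TopHat to the C. calcarata assembly and used featureCounts to make the deposited counts per gene model, without normalization. The deposited tables list 20693 gene models. Counts per library summed to between 26752341 and 31894020, with a median of 29736026 in care and 29545401 in no care. Genes with more than 0.18 CPM in more than 3 libraries were tested, as the paper's methods state. The counts were scaled by TMM and compared by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.01. Alternatives were edgeR's exact test, DESeq2 1.42.0, library size only, upper quartile scaling, DESeq2's size factors in edgeR, other filters on low counts, a threshold of 0.05, the replicate number as a block and each library left out in turn.

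For methylation, the authors trimmed the reads with Trimmomatic, aligned them with Bismark, removed duplicates, merged strands and kept CpGs methylated above the nonconversion rate in at least 1 library. The deposited values are the coverage of each CpG as a count of reads, and methylated and unmethylated reads as a percent of that coverage. All 6 files list the same 278132 CpGs, and 47 further positions of lambda DNA. The number of methylated reads was recovered as percent times coverage and was whole in 100% of values. CpGs with coverage of 0 in any library, or above 170 in any library, were left out, and 273427 remained. Windows of 200 bp with at least 2 CpGs were tested by a logistic regression on pooled reads without overdispersion, with Benjamini-Hochberg adjustment. A region was called at an adjusted p of 0.01 and a difference of more than 5 percentage points. Median coverage of all CpGs was 15, 28 and 15 reads in care replicates 1, 2 and 3 and 24, 22 and 20 reads in no care replicates 1, 2 and 3. Intervals on shares are 95% Wilson intervals and cover counting error only. Alternatives were overdispersion in each window, the replicate number as a block, other coverage limits, at least 4 CpGs, windows shifted by 100 bp, other thresholds, library levels centred and each library left out in turn. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used.

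The tests, their alternatives and the rule for named genes and regions were fixed before the data were examined. The genes named are those the paper names or singles out by its gene sets, the 2 listed ionotropic glutamate receptor genes with the largest change, and the called genes with the largest rises and falls. The last were taken among genes with a mean log2 CPM of at least 1 and no overlap between the groups. The regions named are the 2 higher in care and the 2 higher in no care with the smallest adjusted p and no overlap between the groups. Ties in adjusted p, which this rule did not foresee, were resolved by the unadjusted p. Called regions in the genes of Fig. 4b–d were also to be named, but positions of gene models were not used here. A further 7 alternatives were chosen after the data or the values were seen. They are the exact test with each of 2 ways of estimating dispersions and a filter in at least 3 libraries, coverage limits set per library, one overdispersion for all windows, high coverage left out of the overall level, and 2 selections of CpGs by methylation.

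The scripts were tested on simulated data. With counts drawn for 10763 genes, of which 200 were changed, the quasi-likelihood test recovered 160 (80%), the exact test 159 and DESeq2 152, with 1, 1 and 3 false calls. With reads drawn for 45303 windows, of which 200 were changed, and no extra spread between libraries, the logistic regression recovered 190 (95%) with 0 false calls. With extra spread between libraries it recovered 185 and made 985 false calls. Overdispersion estimated in each window recovered 0 of 200 in both cases. One overdispersion for all windows recovered 119 with extra spread, with 87 false calls. The extra spread was set without an estimate from the data, so these numbers of false calls do not carry over to the data.

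Gene models were not placed on the genome here, so methylation of genes, its correlation with expression and genes containing a region were not analysed here. Splicing and selection were not analysed here either. Enrichment of GO terms was not tested, since the lists used hold only genes that the study called on the same libraries. Gene names come from the paper.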

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

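The test of incomplete conversion given here was chosen after the result was seen.

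For its differential methylation analysis the paper left out CpGs with coverage above 170 in any library, to remove possible PCR artifacts. The paper states no such limit for its methylation levels of genes. The deposited calls hold 974 such CpGs. They took from 36.7% of the reads in care replicate 2 to 48.4% in care replicate 3. Their pooled reads were methylated at 0.433% to 0.701% per library, against 0.482% to 0.628% in unmethylated lambda DNA. They were above lambda of the same library in care replicates 1 and 2 and no care replicate 3. They were below it in care replicate 3 and no care replicates 1 and 2. The values were 0.701% against 0.559% in care replicate 1, and 0.522% against 0.628% in care replicate 3. As a whole they therefore stood above this control in some libraries and not in others. The median level of single CpGs was 0.960%. Among them 64 CpGs had a level of 5% or more in all 6 libraries, which is a signal above the lambda control at sites outside the paper's differential methylation analysis. Incomplete conversion at the rate seen in lambda DNA would leave no CpG at such a level in all libraries, so these 64 CpGs argue against it as their cause. A conversion failure particular to these sequences was not tested. Reads of several repeat copies aligned to one place could also give high coverage, and this was not tested either. The CpGs had been selected for methylation in at least 1 library, so the number of 64 does not give the share among all CpGs of high coverage. No difference between care and no care was tested at these CpGs, and no biological explanation was tested.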

How the results depend on the processing

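The exact tests with a filter in at least 3 libraries, coverage set per library, one overdispersion for all windows, coverage of at most 170 for the overall level, and the selections of CpGs by methylation were chosen after the data or the values were seen. The other alternatives were set before the data were examined.

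The number of differentially expressed genes was 755. It was 748 to 955 with other normalizations or filters and the same test, 1420 with edgeR's exact test, 1630 with DESeq2 and 1818 at an adjusted p of 0.05. With the exact test and a filter in at least 3 libraries it was 1446, and 1450 with dispersions estimated from the design. Genes with a log2 fold change above 1 in size numbered 340. They numbered 564 with the exact test, 569 at an adjusted p of 0.05 and 601 with either exact test and the wider filter. The larger number at 0.05 follows from the looser threshold. For the other settings the cause was not tested. The share higher in no care moved from 53.0% to 46.3% with library size only. The median log2 fold change of the genes tested moved from 0.00308 to -0.0338, so without TMM all genes shifted slightly toward care. What gave rise to this shift was not tested. Across the 6 fits that each left out one library, called genes ran from 173 (without care replicate 3) to 1125 (without no care replicate 3). Without care replicate 1 there were 276, without no care replicate 1 there were 360 and without no care replicate 2 there were 334. Genes with a log2 fold change above 1 in size ran from 140 (without care replicate 3) to 407 (without no care replicate 3), and without care replicate 1 there were 216. The share higher in no care ran from 35.8% (without care replicate 3) to 58.3% (without care replicate 2). Smaller groups give less power, and the rise without no care replicate 3 was not explained by a test.

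The replicate numbers did not pair the libraries. Deviations from the group means correlated across genes by -0.0394, -0.0714 and 0.107 for replicates 1, 2 and 3, and across windows by 0.000788, 0.00870 and 0.00627. With the replicate block 371 genes were called, 347 of them among the 755, and 49.1% were higher in no care. Their number with a log2 fold change above 1 in size was 243. With the replicate block 136 regions were called.

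Differentially methylated regions numbered 145. They numbered 136 to 178 with the replicate block, at least 4 CpGs, windows shifted by 100 bp, no maximum coverage or coverage of at least 10 in every library. They numbered 206 with coverage set per library, and 100 with library levels centred. At an adjusted p of 0.05 there were 447 and at more than 10 points there were 63, as follows from these thresholds. With overdispersion in each window there were 0, with 928 windows at an unadjusted p under 0.05, fewer than chance alone would give. Simulated data showed that this setting recovers 0 of 200 changed windows. With one overdispersion for all windows there were 10, with 90.0% higher in care. With CpGs that had a methylated read in all libraries there were 81 (93.8% higher in care), and with CpGs at a mean level of 20% or more there were 85 (91.8% higher in care). With fewer CpGs, 25982 and 22535 windows were tested. The share higher in care was 83.4%, and 73.0% with library levels centred. Without one library, regions ran from 50 (without care replicate 2) to 129 (without no care replicate 3), and without no care replicate 2 there were 66. The share ran from 63.6% (without no care replicate 2) to 87.5% (without care replicate 1). Apart from the thresholds, the cause was not tested. Every setting that called regions had more of them higher in care. The mean number in the other 9 divisions of the libraries was 24.9, and 38.2 with coverage set per library, and 0 with overdispersion in each window.

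The difference in overall methylation, no care minus care, was 0.173 points and changed sign with the setting. It was -0.824 as the mean of CpG levels, -0.321 at coverage of at least 10 and -0.299 at coverage of at most 170. Without one library it ran from -0.505 (without care replicate 3) to 1.06 (without care replicate 2), and it was -0.0371 without care replicate 1 and -0.171 without no care replicate 1. The exact permutation test decides nothing here, since 3 libraries against 3 allow no p under 0.1. For the mean of CpG levels it was at this floor, with all 3 care libraries above all 3 no care libraries. The level in methylated reads ran in the reverse order of the share of reads at CpGs with coverage above 170. This share was 36.7% in care replicate 2 (level 15.5%) and 48.4% in care replicate 3 (12.4%). With those nearly unmethylated CpGs left out, the SD in care fell from 1.61 to 0.414 points. The cause of the other changes was not tested.

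With the calls of the exact test, 1 of the 11 GO terms tested for direction was past 0.05, against 0 with the quasi-likelihood test, where 1 term had an unadjusted p under 0.05 and several terms had 5 or fewer called genes. Clustering separated the groups by expression, and did not by methylation, under each setting run. The overlap of differentially expressed genes kept its direction and its side of 0.05 for both gene lists under each setting run.

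Over the genes named, 17 of 106 values under other settings changed their call, 2 weaker and 15 stronger, and 7 of 54 with a library left out did, 6 weaker and 1 stronger. Over the regions named, 7 of 45 values under other settings were weaker, and 2 of 24 with a library left out. None of these changed direction.

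The correlation of gene methylation and expression was not run, because gene models were not placed on the genome. All CpGs covered and other null rates were not run, because the deposited CpGs were already selected. The share of regions higher in care has no value where 0 regions were called. Depth was lowest in care replicates 1 and 3, with a median of 15 reads per CpG. It limits how many windows can be tested at a higher coverage, with 24624 of 45303 left at a coverage of at least 10 in every library.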

Differences from the paper's values

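The paper reports 1450 differentially expressed genes, or 13.1% of those tested. Here edgeR's quasi-likelihood test gave 755, or 7.01%. Of the alternatives set before the data were examined, edgeR's exact test (1420, 13.2%), DESeq2 (1630, 15.1%), an adjusted p under 0.05 (1818, 16.9%) and the fit without no care replicate 3 (1125, 10.2%) came within 1.5 times of the paper's values. The other normalizations, filters, the replicate block and the other fits without one library did not. The paper's methods name the exact test. With the exact test and a filter in at least 3 libraries the number was 1446, and with dispersions estimated from the design it was 1450, all of them the paper's genes. This setting was chosen after seeing the values, from 8 settings of the exact test tried, because its number is the paper's.

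In Fig. 2b, read by eye, the paper shows about 310 differentially expressed genes more than 1 log2 unit higher in care, and about 290 more than 1 log2 unit higher in no care. Here the numbers were 181 and 159. Of the alternatives set before the data were examined, the exact test gave 276 and 288, DESeq2 gave 240 and 267, no filter gave 226 and 210, and an adjusted p under 0.05 gave 277 and 292, all within 1.5 times. For genes higher in no care, the fits without care replicate 2 (204) and without no care replicate 3 (210) were within it too. The other alternatives were not. The exact test with a filter in at least 3 libraries, chosen after seeing the values, gave 307 and 294.

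The paper reports a mean of 38.2 differentially methylated regions over random permutations, in which each window is a region at its rate over the 9 other divisions of the libraries. The mean over these divisions, which such permutations have as their expected value, was 24.9 here. The alternative set before the data were examined, overdispersion in each window, gave 0 and did not close the gap. With coverage of 10 to 170 set per library the mean was 38.2 and the real division gave 206 regions, the paper's number. This setting was chosen after seeing the values, from 15 coverage settings tried, because its number of regions is the paper's.

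The paper reports 11 differentially expressed genes of the ionotropic glutamate receptor pathway, and 5 were called here. Of the alternatives set before the data were examined, the exact test and an adjusted p under 0.05 gave 11 and DESeq2 gave 10. The other normalizations, filters, the replicate block and the fits without one library gave 2 to 7 and did not close the gap. The exact tests with a filter in at least 3 libraries, chosen after seeing the values, also gave 11.

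The paper reports 92 M and 109 M aligned reads for the smallest and largest RNA libraries. The counts on gene models summed to 26.8 M and 31.9 M. These are different measures, and no alternative bears on them.

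The paper's number of genes tested is 11068, and 10763 were tested here. The filter in at least 3 libraries, set before the data were examined, gave 11068.

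The paper states that PFKFB1 and SH2B1 are differentially expressed. Here PFKFB1 had an adjusted p of 0.0142 and SH2B1 one of 0.0247 by edgeR's quasi-likelihood test, above the paper's threshold of 0.01. PFKFB1 was called by the exact test (0.00184), DESeq2 (0.000435), library size only (0.00817), an adjusted p under 0.05 and without no care replicate 3 (0.00641), and SH2B1 by the exact test (0.00445), DESeq2 (0.00170) and an adjusted p under 0.05. Both were also called by the exact tests with a filter in at least 3 libraries, chosen after seeing the values. The paper reports no evidence that genes with differentially methylated regions and differentially expressed genes overlap more than chance gives. Here the overlap was smaller than chance gives, with 7 genes where 15.1 would be expected (two-sided Fisher's exact test, p = 0.0296). With the paper's own lists the odds ratio was 0.460 (Fisher's exact test, p = 0.00283), while the paper's chi-square test was not significant. The cause of this difference from the paper was not tested. Genes without a methylated CpG could not hold a region and were not left out here.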

Other observations

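The tests of other divisions of the libraries by numbers of genes and regions and under other settings, of lambda conversion, and of the selection of CpGs were chosen after the result was seen.

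Of the 10 divisions of the 6 RNA libraries into 3 and 3, 1 gave as many as 755 differentially expressed genes, the real one. The other 9 gave 0 called genes, with 78 to 639 genes at an unadjusted p under 0.05, against 3428 in the real division. This share of 1 in 10 is the smallest that 10 divisions can give, so their ranks alone cannot pass 0.05. On the first principal component, which held 63.9% of the variance, care replicate 2 lay at -17.8, and care replicates 1 and 3 both lay at -28.2. The no care libraries lay between 19.5 and 32.5. No explanation of this place of care replicate 2 was tested.

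The 17 listed cuticle genes took 0.827%, 2.23% and 1.01% of the counts in care replicates 1, 2 and 3, and 6.92%, 6.71% and 7.13% in no care replicates 1, 2 and 3. A few genes taking most of the counts could shift all others. With these genes left out and the fit repeated, 771 genes were called, against 747 of the same genes before. Both fits were scaled by TMM, which itself lessens such a shift, so they cannot decide this. With library size only 782 genes were called, against 755, and 46.3% of them were higher in no care, against 53.0%. The cuticle genes were listed by the study from these libraries. No biological explanation of their rise was tested.

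Of the 10 divisions of the bisulfite libraries, 1 gave as many as 145 regions, the real one, and the others gave up to 43. This share is the smallest that 10 divisions can give. The variance of window levels between libraries was 1.41 times that of read sampling, as the mean Pearson statistic per degree of freedom. With this value applied to all windows the real division gave 10 regions and the other 9 gave 0 to 7, with a mean of 1.56.

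Most regions were higher in care (83.4%). An arbitrary division of the libraries could give as uneven a share. In 3 of the 10 divisions, the real one included, the share of regions higher in one group was at least that large, and in the other 2 it was 84.4% of 32 regions and 87.5% of 16 regions. The direction therefore cannot be told apart from chance, and what keeps it open is the number of libraries. Incomplete conversion was higher in every care library than in every no care library, but by at most 0.146 points, against a smallest difference of 5.14 points in called regions, which argues against it. An overall difference in methylation between the libraries, the deepest library, or the selection of CpGs methylated in at least 1 library could also favour one direction. Each was tested under a setting that lessens it, and the other 9 divisions were run under the same setting. With overall library levels centred 73.0% of 100 regions were higher in care, and the other divisions gave 51.5% to 69.6% on one side. Without care replicate 2, the most deeply sequenced library, the share was 72.0% of 50 regions, and the other divisions gave 52.6% to 78.6%. Without no care replicate 2 it was 63.6% of 66 regions. Over CpGs at a mean level of 20% or more it was 91.8% of 85 regions, and the other divisions gave 50.0% to 100%, on 2 to 20 regions each. A first version of the last test, with a methylated read required in all libraries, gave 93.8% and was set aside, since it favours high levels in the shallower care libraries. The share did not fall with these CpGs, so no value here favours their selection as the cause. For the deepest library and the selection of CpGs, other divisions were as uneven under the same setting, and for an overall difference the real division is 1 of 10, the smallest share 10 divisions can give. These 3 therefore cannot be told apart, and what keeps them open is the number of libraries. A strain variant at a single CpG would remove a region when that CpG is left out. Of 134 regions with at least 4 CpGs, 90.3% kept their direction and more than 5 points without the CpG that contributed most, which argues against it for most regions. An effect of maternal care on their direction stays open too.

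Windows with 1 CpG were tested the same way. None of 28758 was called in the real division, where 6680 (23.2%) had an unadjusted p under 0.05, and all 10 divisions gave 0 calls, so the divisions decide nothing here. Windows methylated in 1 library only made up 33.1%, and 38.0% of those had an unadjusted p under 0.05, against 4.34% of windows methylated in all libraries. The deposited CpGs had been selected by methylation in at least 1 library. Care replicate 2 had the most CpGs methylated in that library only, with 3444, against 1470 to 2508 in the other libraries. The cause was not tested beyond this comparison.

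With coverage limits set per library, 68 windows were called that were not called with the same CpGs at a coverage of at least 10 in every library. In 63 of them the number of CpGs differed between libraries. A comparison of different CpGs could create such calls. Over the same CpGs in every library their median difference was 10.0 points, against 12.8 points before, and 2 fell under 5 points or changed direction. The windows had been chosen for a large difference, so its size decides nothing. Over the same CpGs at a coverage of at least 1, 13 of the 68 were called. Different CpGs as the cause of these calls stay open.

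Pairs of gene models with consecutive identifiers were both called in 72 of 7676 cases, where 37.8 would be expected and 10000 permutations reached at most 62 (permutation test, p = 0.0001, the smallest they can give). Of these 72 pairs, 62 (86.1%, 95% Wilson interval 76.3% to 92.3%) changed in the same direction, against 59.2% of all pairs. Neighbouring genes may change together, which is a hypothesis, and consecutive identifiers were taken as neighbours without positions. Reads shared between neighbouring paralogs could give the same pattern. The 2 cannot be told apart, since a shared direction follows from both and the sequences were not used here.

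The 215 tested genes that the paper lists with a differentially methylated region had a median log2 CPM of 5.87, against 4.64 for the other genes. This was above the median of 100% of 10000 random lists of the same size, whose highest was 5.61. Of the 238 listed genes 90.3% passed the expression filter, against 52.0% of all gene models. The values are in line with the hypothesis that regions are called in genes of higher expression. Fewer of the listed genes than expected were differentially expressed (7). Their expression level could change how many are called. Random lists matched on expression held 19.7 called genes on average (12 to 28 in 95% of 10000 lists), and 0.04% had 7 or fewer. This argues against the expression level as the cause. The median size of the log2 fold change was 0.14 in the listed genes and 0.24 in the others. Why the listed genes changed less was not tested.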
